A study of Mus musculus with 3 samples. Its data were reported in "Molecular characterization of projection neuron subtypes in the mouse olfactory bulb" (2021).

How the data were processed

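Nuclei of the olfactory bulb of 3 mice were sorted for a nuclear green fluorescent protein that a retrogradely transported virus had delivered, and their RNA was counted with droplet-based single-nucleus sequencing, 1 library per mouse. The deposited tables hold, per mouse, raw UMI counts per gene and barcode, which the authors made with Cell Ranger (3.0.2 per the file headers) without further normalization. The deposited gene and barcode lists hold names and no measurement. A further deposited table lists the nuclei that the authors retained, with the mouse, the cluster, the subcluster of the projection neuron clusters, and the UMI and gene numbers of each nucleus. The deposited percent of mitochondrial UMIs, which the authors computed per nucleus from the mitochondrial genes, is in the same table. The authors had merged the mice and clustered the nuclei in Seurat. Its 6 other numeric columns, among them plotting coordinates and normalised totals, were not used here.

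The mice had 7718, 29829 and 6876 barcodes called as nuclei, of which 5845, 21105 and 4753 were retained. The rule stated by the study, at least 1000 genes and at most 5% mitochondrial UMIs, was checked on the counts. It gave the listed nuclei with 1 exception, a barcode of mouse 1 that passed and was not listed. UMI and gene numbers computed from the counts equalled the listed ones for 100% of nuclei. Malat1 took 7.64%, 9.37% and 9.82% of UMIs in mice 1, 2 and 3. Shares of nuclei carry exact (Clopper-Pearson) 95% intervals. Where a gene had no UMI in a group, the limit is that of 3 counts over the UMIs of the group.

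The deposited table names no cell type. Clusters were named from marker lists written before the data were examined. A marker counted as carried by a cluster where its CPM was at least 25% of that in the highest cluster (50% for subclusters). A name needed at least 3 carried markers and went to the class with the largest share of its markers carried. It was withheld where more of the 10 leading genes, ranked by the ratio to the mean of the other clusters with 5 CPM added to both, were markers of another class. Markers of immature neurons gave no name, which left 2 clusters unnamed (10 and 12). Inhibitory clusters 0, 1, 7 and 8, with 7681, 4754, 1401 and 1356 nuclei, carried at least 3 such markers too and kept their name. The other inhibitory clusters carried fewer than 3. Cluster 21, with a median UMI number of 0.292 of that of its mice and no marker among its leading genes, was left unnamed as well. These floors and rules were set after the CPM values had been seen. The unnamed clusters held 9.41%, 10.3% and 8.06% of nuclei in mice 1, 2 and 3. No markers had been listed for the type that the study calls ET3, so that this name was not used here. Genes that served for naming are not counted as results of the comparisons between types, and counts over listed genes are given also without them.

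UMI counts were summed per mouse and type over the nuclei of the 7 named types, each with at least 10 nuclei in each mouse, which gave 21 libraries. They were also summed per mouse over these 7 types together and over all inhibitory-neuron-like and periglomerular-like nuclei, which gave 6 libraries. Genes were filtered with filterByExpr, libraries scaled by TMM, and differences tested with edgeR 4.0.16 (quasi-likelihood test, negative binomial model, no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. This differs from the study, which tested single nuclei with another package. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, and the test of any difference between types used the adjusted p alone. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are UMIs per 1000000 UMIs of a library without TMM factors. The genes named for each comparison were chosen by a rule fixed before the data were examined, namely the 3 genes of a type, or the 5 of each direction of the other comparisons, with the largest log2 fold change among those called whose libraries do not overlap with the others. Genes of the study's lists were included whatever their result. Gene positions were taken from GENCODE M21 (GRCm38) by Ensembl identifier, which matched 31011 of 31055 genes, 30541 of them with the same symbol. The 71 symbols found on more than 1 row were kept apart by identifier.

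The libraries compared come from the same 3 animals, so that the mouse pairs them. Deviations from the type means correlated across genes with a mean r of 0.108 between libraries of the same mouse (63 pairs, 30 of them above 0.1) and of -0.0535 between libraries of different mice (126 pairs). For the projection and inhibitory libraries of a mouse, r was 0.224, 0.285 and 0.337 in mice 1, 2 and 3. The mouse as a block was an alternative, because the study's methods state no such term.

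The tests were checked on simulated counts with 200 changed genes, drawn with the library sizes and spread of the real libraries. Of the changed genes that were tested, edgeR called 99% of those raised and 92.7% of those lowered in M1-like libraries, 100% and 99.0% in T1-like libraries, 100% of both between mitral and tufted, and 100% and 97.8% between projection and inhibitory neurons. It made 1, 3, 0 and 8 false calls. All simulated changes were well above the log2 fold change of 1 used for calling. The other genes had no difference between types, and libraries of the same mouse were drawn independently. Recovery of changes near the limit, and false calls under a pairing by mouse, were therefore not measured.

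Detection of gene pairs was measured on nuclei thinned at random to 5000 UMIs, leaving out 5.94%, 3.17% and 7.35% of the projection neuron nuclei of mice 1, 2 and 3, which held fewer, and 22.5%, 15.6% and 12.1% of the inhibitory neuron nuclei. Of the M3-like nuclei, 46 of 69, 93 of 174 and 37 of 83 were kept in mice 1, 2 and 3. Pairs with genes of the M3 list therefore leave out the M3-like nuclei with fewer UMIs. A gene counted as detected with 1 UMI. For the clustering of each mouse alone, Seurat 5.3.0 was used with 2000 variable genes, 30 principal components and Louvain clustering at a resolution of 0.5, and the adjusted Rand index was computed with mclust 6.1.1. Doublets were marked with Scrublet in scanpy 1.11.5. At an expected rate of 0.8% per 1000 barcodes, Scrublet found no threshold in mouse 2, where it marked 0 nuclei, and marked 248 and 194 nuclei in mice 1 and 3. A common expected rate of 6% was then chosen after this had been seen, and 248, 2816 and 202 nuclei were marked in mice 1, 2 and 3. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

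The alternatives were DESeq2 1.42.0 with its size factors, library size without TMM, no filter on low counts, the mouse as a block, each mouse left out, Scrublet doublets left out, summed nuclei of the other types as the comparison group, at least 1500 genes per nucleus, other denominators of the shares, 2 UMIs or unthinned counts for detection, other gene sets and scales for the correlation between mice, and other resolutions and 15 components for the clustering. Doublets at the first expected rate, the 7 named types alone as projection neurons, subcluster 8 as a further type, the unnamed clusters 10 and 12 as inhibitory neurons, and gene pairs without Scrublet doublets or without subcluster 2 were added after the data had been seen. Regulons, spatial data and bulk RNA of the study were not analysed here.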

Results

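Single-nucleus RNA counts were collected from the olfactory bulb (OB) of 3 mice, which form 1 group with 1 library per mouse. A retrogradely transported adeno-associated virus carrying a nuclear green fluorescent protein, a fusion of histone H2B and GFP, had been injected into the anterior olfactory nucleus (AON) and the piriform cortex (PCx), which are cortical targets of OB axons. Neurons whose axons reach these areas take up the virus, so that the nuclei of mitral and tufted cells, the projection neurons of the OB, become fluorescent and can be sorted. Mouse 1 gave 5845 nuclei with 58526996 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule). Mouse 2 gave 21105 nuclei with 213891496 UMIs, and mouse 3 gave 4753 nuclei with 62929479 UMIs. The median nucleus held 7940, 8420 and 10568 UMIs in mice 1, 2 and 3, from 2704, 2890 and 3016 genes. With 1 group there was no comparison between conditions. The comparisons below were made between cell types, with the mice as replicates.

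The first question was which cells the sort had captured. The deposited annotation gives each of the 31703 nuclei a cluster number and no name, so the 22 clusters were named from marker genes, and a name ending in "-like" marks a cluster that carries the markers of that class. Projection-neuron-like nuclei made up 26.7% ± 6.45 (SD, n = 3 mice) of all nuclei. The share was 26.5% in mouse 1 (exact 95% binomial interval 25.4 to 27.7), 20.3% in mouse 2 (19.8 to 20.9) and 33.2% in mouse 3 (31.9 to 34.6), so the mice differed by more than counting error. These intervals, like the other binomial and Poisson intervals given here, cover counting error only. The count includes 2 unnamed subclusters described below, 1 of which may be doublets. Counting only the 7 named projection neuron types moved the mean most among the alternatives that kept all mice, to 23.8%. Inhibitory-neuron-like nuclei were the largest class, at 58.5% ± 5.09 (SD, n = 3). Astrocyte-like nuclei made up 3.61% ± 0.401, oligodendrocyte-like nuclei 0.782% ± 0.296, oligodendrocyte-precursor-like (OPC-like) nuclei 0.499% ± 0.328 and microglia-like nuclei 0.439% ± 0.0993 (SD, n = 3 each). The 5 clusters left without a name held 9.25% ± 1.12 (SD, n = 3).

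**Figure D1:**
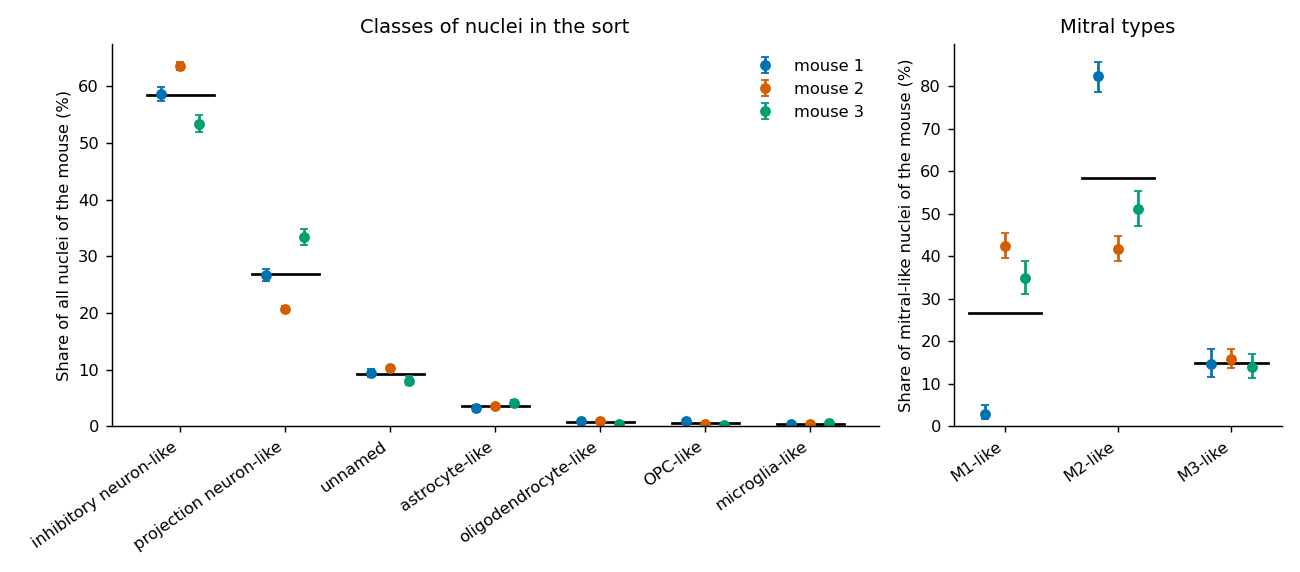
Share of nuclei per mouse in percent, for the classes of all nuclei (left) and for the mitral types among mitral-like nuclei (right). Points are the 3 mice with exact 95% binomial intervals and black lines are means, the periglomerular-like subcluster is counted here with the projection neurons (mean 26.9%), and the M1-like share of mouse 1 lies at 2.97% while the other mice lie at 42.4% and 34.8%.

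Mean expression profiles of the mice were close to each other. Across 31055 genes, which are not independent replicates, Pearson's r of log10(mean UMIs per nucleus scaled to 10000, plus 1) was 0.996 between mice 1 and 2, 0.991 between mice 1 and 3 and 0.988 between mice 2 and 3. Restricting the comparison to the 1909 genes with a mean of at least 1 UMI per 10000 gave the lowest mean r, 0.972.

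The projection-neuron-like clusters had been divided further into 10 subclusters. The study asked which types of mitral and tufted cell exist, and 7 of its types could be recognised here from their markers. T1-like nuclei were the most numerous, at 31.01% ± 5.49 (SD, n = 3) of the projection neurons. M2-like nuclei followed at 18.3% ± 7.23, ET4-like at 11.4% ± 4.11, ET1-like at 9.01% ± 1.60, M1-like at 8.29% ± 6.50, ET2-like at 5.77% ± 1.47 and M3-like at 4.59% ± 0.612. M, T and ET stand for mitral, tufted and external tufted. A periglomerular-like subcluster of 89 nuclei was not counted as projection neurons, and subclusters 2 and 8, with 943 and 126 nuclei, carried fewer than 3 markers of any type and stayed unnamed. Both stay in the total behind the shares above, although Scrublet marked at least 81.5% of subcluster 2 in each mouse as doublets. Subcluster 2 held 17.7% of the subclustered nuclei of mouse 2, against 6.03% and 4.85% in mice 1 and 3. Since these names were rebuilt from markers, a difference from the study may come from the names. Median depth differed between types, from 5915 UMIs per nucleus in M3-like to 20781 in M2-like nuclei.

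Shares of the mitral types had served the study as the reference for a projection experiment. M1-like nuclei were 26.7% ± 20.9 (SD, n = 3) of mitral-like nuclei, M2-like nuclei 58.4% ± 21.3 and M3-like nuclei 14.8% ± 0.965. The M1-like share rested on 14 of 471 mitral-like nuclei in mouse 1, or 2.97% (exact 95% interval 1.63 to 4.94), against 42.4% (39.5 to 45.4) in mouse 2 and 34.8% (31.02 to 38.8) in mouse 3. Without mouse 1 the mean M1-like share was 38.6% and the mean M2-like share 46.4%. With a minimum of 1500 genes per nucleus the M3-like share was 10.0%.

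To find genes selective for each type with mice as replicates, UMI counts were summed per mouse and type, which gave 21 libraries of 161593 to 16961469 UMIs and 14696 tested genes. Types had been formed by clustering on the same counts, so the adjusted p-values describe how genes differ between clusters and do not test that the types exist. At an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg) and a log2 fold change above 1 over the mean of the other 6 types, 1148 genes were higher in M1-like, 1004 in M2-like, 789 in M3-like, 982 in T1-like, 760 in ET1-like, 1123 in ET2-like and 1281 in ET4-like nuclei. This mean, like the means of mitral and tufted types below, is one of log2 levels. A gene can therefore have a large fold change while 1 other type stands close. Comparing each type with the summed nuclei of the other 6 moved the M2-like, T1-like and ET1-like counts most by ratio, to 490, 530 and 351 genes. The M1-like count moved most without a filter on low counts, to 1754, and the M3-like count with library size in place of TMM factors, to 1278. All 3 libraries of the type lay above all 18 others for 162 of the M1-like genes, 130 of the M2-like, 171 of the M3-like, 251 of the T1-like, 116 of the ET1-like, 457 of the ET2-like and 543 of the ET4-like genes. Chance gives this order to 0.0752% of genes not selected by a test, which is no reference for genes called on the same libraries.

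**Figure D2:**
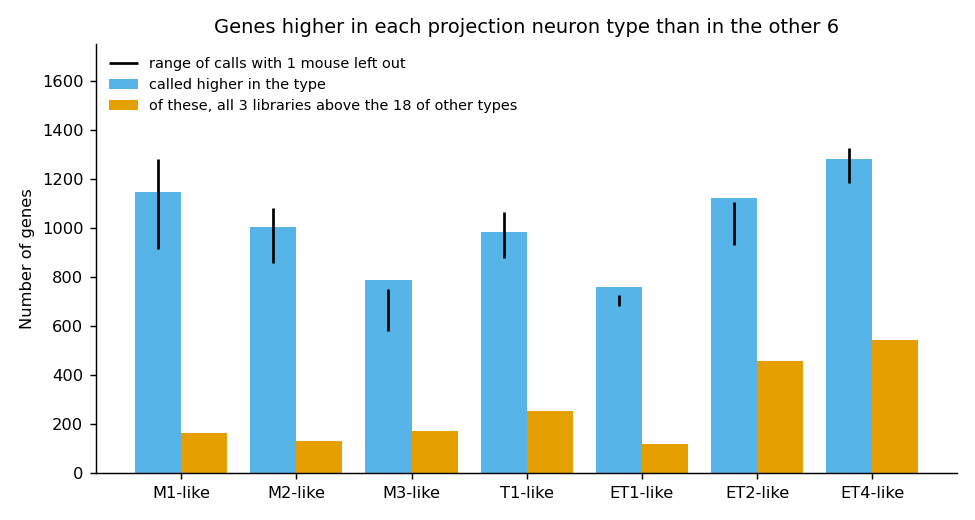
Number of genes called higher in each projection neuron type than in the mean of the other 6 types (blue bars) and the number of these with all 3 libraries above the 18 others (orange bars), with black lines for the range of calls when 1 mouse is left out. ET4-like has the most calls (1281) and ET1-like the fewest (760).

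Genes are named below by a rule on fold change and separation fixed before the data were examined, and their coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier. The leading M1-like gene was Olfr1259 (ENSMUSG00000068806, chromosome 2, 89940532 to 89948664, minus strand, protein coding), at 20.6 ± 2.81 CPM (UMIs per 1000000 UMIs of a library, mean ± SD of 3 mice) against 0.183 ± 0.421 in the 18 other libraries, a log2 fold change of 8.19 (SE 0.47, adjusted p 3.4e-10). The leading M2-like gene was Smpx (ENSMUSG00000041476, chromosome X, 157698910 to 157752591, plus strand, protein coding), at 8.05 ± 1.85 against 0.267 ± 0.549 CPM, with a log2 fold change of 6.13 (SE 0.44, adjusted p 3.5e-10). In M3-like nuclei Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050, minus strand, protein coding) reached 38.1 ± 12.7 against 0.434 ± 0.650 CPM, with a log2 fold change of 6.93 (SE 0.41, adjusted p 2.0e-11). In ET1-like nuclei the leading gene was AC124532.2 (ENSMUSG00000116500, chromosome 15, 102797495 to 102819544, plus strand, lincRNA), at 10.997 ± 2.77 against 0.177 ± 0.306 CPM, with a log2 fold change of 6.23 (SE 0.53, adjusted p 7.9e-09). In ET2-like nuclei it was Lhx1os (ENSMUSG00000087211, chromosome 11, 84525660 to 84535831, plus strand, lincRNA), at 70.2 ± 16.3 against 0.390 ± 1.45 CPM, with a log2 fold change of 9.85 (SE 0.36, adjusted p 2.5e-15). In ET4-like nuclei it was Gm42953 (ENSMUSG00000105316, chromosome 5, 126797255 to 126815482, minus strand, lincRNA), at 24.9 ± 1.18 against 0.192 ± 0.291 CPM, with a log2 fold change of 7.68 (SE 0.37, adjusted p 2.4e-13).

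In T1-like nuclei the leading gene was Vdr, which had served to name that type. It was followed by Olfr114 (ENSMUSG00000062629, chromosome 17, 37589233 to 37592743, minus strand, protein coding), at 77.5 ± 12.8 against 10.1 ± 17.9 CPM, with a log2 fold change of 5.17 (SE 0.19, adjusted p 1.6e-16 by edgeR). In ET1-like nuclei, the highest of the other types, Olfr114 stood at 47.6 CPM, much nearer to T1-like nuclei than this fold change reads. Olfr114 lies in a block of 6 olfactory receptor genes called together, Olfr110 to Olfr115. The transcripts of these genes share up to 37.0% of their 31-base words with another gene of the block, so the split of counts among them is uncertain. Sharing of words with other genes was not measured for Olfr1259 and Vmn1r209. The other genes named by the rule were Doc2b and Tslp for M1-like, Ppp1r3b and Gm15418 for M2-like, Mustn1 and Sspo for M3-like, Gm39465 for T1-like, Nup62cl and Gm49116 for ET1-like, Uncx and Lhx1 for ET2-like, and Pip5k1bos and Gm40331 for ET4-like nuclei. Doc2b, Uncx and Lhx1 had served for naming. Gm49116 stood at 233 CPM in ET1-like and also at 136 CPM in T1-like nuclei. Uncx had 3 UMIs in the 18 other libraries together, and its summed CPM in ET2-like nuclei was 853 times higher (counting interval 287 to 4181). The M1-like library of mouse 1 comes from 14 nuclei with a summed CPM of the M1 naming markers of 130, against 280 and 285 in mice 2 and 3, which bears on every M1-like mean.

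The study had listed genes for each type, chosen on these same samples, so the following count is not independent evidence. Of 67 listed genes 66 could be tested, Kcna10 of the T1 list being too low, and 66 of 66 were called higher in their type by edgeR, both over all genes and adjusted over the list alone. Of these, 37 had not served to name a type, and their median log2 fold change was 4.95. The mean CPM was highest in the listed type for 62 of 66 genes. The exceptions were Lhx5 of the M1 list (16.6 CPM in M1-like and 22.5 in ET2-like nuclei), Nts of the M2 list (8.003 in M2-like and 39.5 in M3-like nuclei), Cacna1g of the T1 list (29.2 in T1-like and 37.9 in ET2-like nuclei) and Grik4 of the ET4 list (95.2 in ET4-like and 317 in ET2-like nuclei). Ccno of the M3 list, at 5.59 ± 4.05 CPM with a log2 fold change of 3.68 (SE 0.69, adjusted p 3.4e-04, edgeR), lost its call without mouse 2 (adjusted p 0.0635) and was too low to be tested without mouse 1. Dsc2 of the M1 list was too low to be tested without mouse 2.

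**Figure D3:**
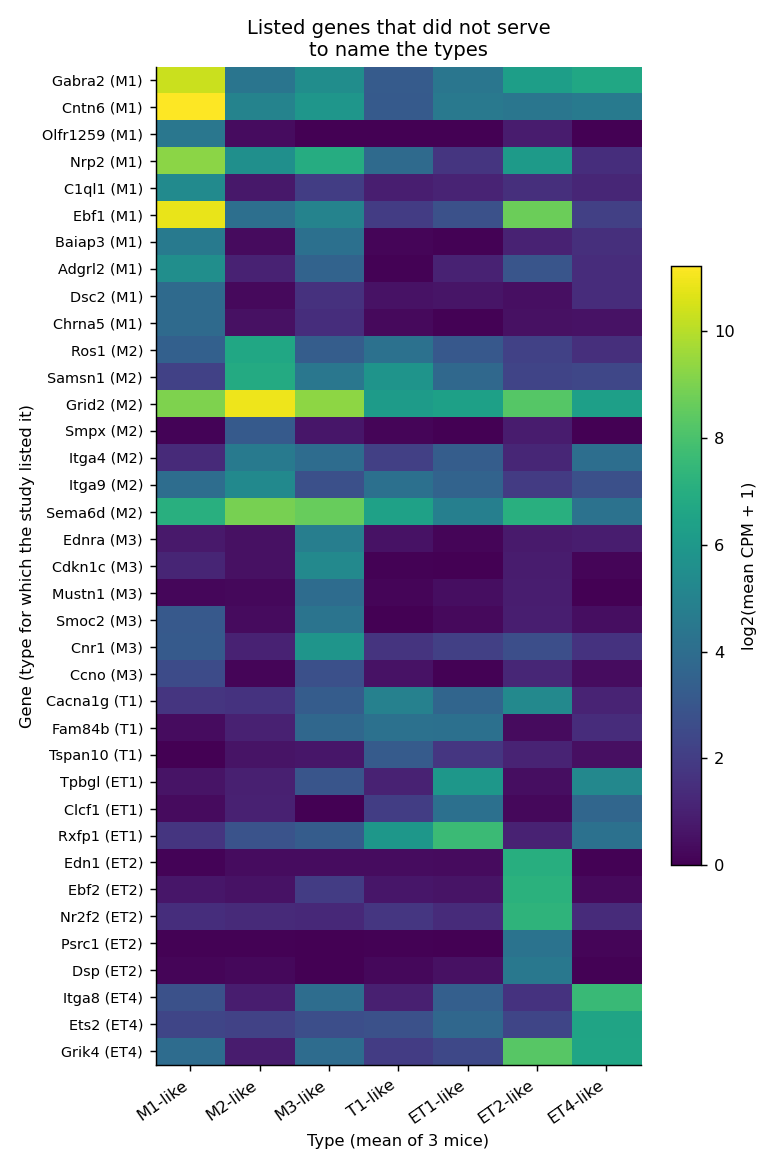
Mean CPM (log2 of the mean of 3 mice plus 1, colour) in the 7 projection neuron types (columns) of the 37 listed genes that did not serve to name a type (rows, with the type for which the study listed each). Most genes are brightest in the column of their own type, the exceptions being Cacna1g and Grik4, which are brightest in ET2-like nuclei.

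Excitability and adhesion genes that the study had named were tested for any difference between the 7 types. The study had named them from the same samples as differing between types, so their calls are not independent evidence. All 8 channel genes and all 11 adhesion genes differed (edgeR quasi-likelihood F test), over all genes and adjusted over the list alone. Over all 14696 tested genes 9516, or 64.8%, differed at the same threshold, so such a result is common in these data. Kcnd3 was highest in M2-like nuclei, at 256 ± 21.7 CPM, and lowest in ET4-like nuclei, at 11.3 ± 3.37 (SD, n = 3 mice). Kcnj2 stood at 30.1 ± 3.39 CPM in ET2-like nuclei and at no more than 2.25 ± 1.96 in the other types. Among adhesion genes Cdh13 was highest in ET2-like nuclei (1300 ± 43.6 CPM) and lowest in ET4-like nuclei (9.03 ± 2.71). Nrp1 was highest in T1-like nuclei (502 ± 48.3 CPM) and lowest in M1-like nuclei (19.0 ± 21.1), while Nrp2 was highest in M1-like nuclei (608 ± 198) and lowest in ET4-like nuclei (1.80 ± 1.28).

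The study inferred regulators from regulon activity, the joint expression of a transcription factor and its putative targets. Here only RNA was tested, for 19 of the regulators it named. Of these 19, 16 differed between the types over all genes and 17 adjusted over the list alone (edgeR F test). Bclaf1 (adjusted p 0.0530 over all genes), Dlx5 (0.264) and Taf1 (0.738) did not pass over all genes. With the mouse as a block Bclaf1 (0.0229) and Dlx5 (0.0367) passed and 18 regulators were called. Egr1 (0.0148) did not pass without mouse 3 (0.0619). Cux1 was highest in ET4-like nuclei, at 914 ± 68.4 CPM, close to 906 ± 46.1 in ET1-like nuclei, and lowest in M3-like nuclei, at 166 ± 26.1 (SD, n = 3). Pbx3 was highest in ET2-like nuclei, at 636 ± 60.4 CPM, and lowest in T1-like nuclei, at 22.5 ± 11.6.

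To ask what separates mitral from tufted cells, the mean of the 3 mitral types was set against the mean of the 4 tufted types in the same fit. By edgeR 813 genes were higher in mitral-like and 560 higher in tufted-like nuclei. For 58 of the former and 21 of the latter the 9 mitral-like and 12 tufted-like libraries did not overlap. Chance gives this separation, in either direction, to 6.8e-04% of genes not selected by a test, which these genes were. The genes named by the rule as higher in mitral-like nuclei were Fst and Kcng1, which had served to name mitral types, then Gm12002, Cobl and Gm38562. Cobl (chromosome 11, 12236608 to 12464960, minus strand, protein coding) stood at 147 ± 75.2 CPM (SD, 9 libraries of 3 mice) against 12.7 ± 9.05 (12 libraries), a log2 fold change of 3.83 (SE 0.12, adjusted p 7.0e-18). Gm12002 is annotated on the opposite strand inside Cobl, and its counts are uncertain because the files do not say how reads of overlapping genes were assigned. The same holds for the other genes named here that are annotated as antisense (Gm15418, Pip5k1bos, Gm38562, Gm10578, Gm7480 and AC098883.2) and for Gm39464 and Gm39465, which overlap on opposite strands. Higher in tufted-like nuclei were Astn2, Kctd16, Dok7, Man2a1 and Xkr6. Astn2 (chromosome 4, 65380803 to 66404611, minus strand, protein coding) stood at 274 ± 91.3 CPM in mitral-like and 2764 ± 683 in tufted-like libraries, with a log2 fold change of -3.30 (SE 0.12, adjusted p 1.3e-16).

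Genes that the study had named as shared by mitral, tufted or external tufted types all differed in the listed direction (7 of 7, over all genes and adjusted over the list alone, edgeR). They too had been named on these same samples, so the count is not independent evidence. Fam19a2 and Tnfaip8 were higher in mitral-like nuclei, with log2 fold changes of 3.60 (SE 0.16) and 2.70 (SE 0.11). Zbtb20 was lower, with a log2 fold change of -2.17 (SE 0.10), as was Astn2. Against the other types, Shisa6, Gabbr2 and Pip5k1b were higher in external tufted-like nuclei, with log2 fold changes of 6.18 (SE 0.27), 4.01 (SE 0.13) and 3.89 (SE 0.16). These are differences of means, and 2 of the 7 genes were not shared by every type of their class. Pip5k1b stood at 1953 CPM in ET4-like and 639 in ET1-like but at 32.7 in ET2-like nuclei, below 60.6 in M3-like nuclei. Zbtb20 stood at 364 CPM in ET2-like nuclei, below 491 in M3-like nuclei, against 1224 to 3740 in the other tufted types.

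The nuclei of the named mitral-like and tufted-like types were then compared as a whole with the inhibitory-neuron-like and periglomerular-like nuclei of the same mice, 3 libraries of 23267602 to 51756000 UMIs against 3 of 26860660 to 120495505 UMIs. Of 18009 tested genes, 2736 were higher in projection neurons and 2464 higher in inhibitory neurons by edgeR. The libraries did not overlap for 2665 and 2451 of these genes. For 3 against 3, chance gives this to 10% of genes not selected by a test. That share is no reference for genes called on the same libraries. The markers behind the names differed in the direction that the naming sets. Slc17a7 reached 312 ± 54.3 CPM in projection neurons against 26.2 ± 4.96 in inhibitory neurons, and Gad1 reached 45.0 ± 29.1 against 808 ± 128 (SD, n = 3 mice each). The neuronal gene Syt1, which had no part in the naming, stood at 4132 ± 137 and 3079 ± 105 CPM, a log2 fold change of 0.50 (SE 0.09, adjusted p 0.0020). Among glial genes, Slc1a3 was at 5.28 ± 1.82 CPM in projection neurons and 52.3 ± 3.34 in inhibitory neurons. Gfap and Aqp4 were at no more than 5.12 CPM in either and were lower in projection neurons (log2 fold changes of -0.82 and -0.73). Cx3cr1, Csf1r, Pdgfra, Mobp, Mog and Mag did not differ (adjusted p of at least 0.206).

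The genes that the rule named in this comparison were mostly rare. Gm10578 and Gm7480 had 96 and 46 UMIs in projection neurons and 0 in inhibitory neurons. Set against a floor of 3 counts over the group, they were at least 54.2-fold and 26.0-fold higher. Mstn had 95 UMIs against 1, a ratio of 161 in CPM (counting interval 28.2 to 6419), and Gm39464 had 193 against 3, a ratio of 109 (36.7 to 533). Vmn1r209 was abundant, at 355 ± 23.5 CPM against 4.45 ± 1.26, with a log2 fold change of 6.39 (SE 0.22, adjusted p 8.9e-07, edgeR). In the other direction Kcnmb1, A530001N23Rik, Prl2c1 and AC098883.2 had 245, 147, 87 and 83 UMIs in inhibitory neurons and 0 in projection neurons. They were at least 48.2-fold, 28.9-fold, 17.1-fold and 16.3-fold lower in projection neurons. Gm12536 stood at 0.0258 ± 0.0446 CPM in projection neurons and 2.99 ± 0.344 in inhibitory neurons, with a log2 fold change of -6.14 (SE 0.52, adjusted p 3.7e-05). It had 4 UMIs in projection neurons, all in 1 mouse, against 521 in inhibitory neurons. Leaving out each mouse in turn gave log2 fold changes from -9.28 to -5.64, so that its size is uncertain.

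The study probed pairs of marker genes in tissue sections. It scored mitral markers in the mitral and internal plexiform layers only, and tufted markers in the external plexiform and glomerular layers only. A cell needed a minimum number of dots per probe, so its overlaps are another measure than the shares given here. The same pairs were examined in single nuclei after thinning each projection neuron nucleus to 5000 UMIs, with the share of nuclei carrying gene B among those carrying gene A set beside its share in all projection neurons of that mouse. For 8 of 9 pairs listed for the same type, the share among nuclei with gene A was higher in all 3 mice. Ebf3 was found in 76.4% ± 6.15 (SD, n = 3) of nuclei with Lhx1 and in 4.63% ± 1.19 of all projection neurons, and in 0.0567% of inhibitory neurons thinned to the same depth. Fst was found in 40.6% ± 3.39 of nuclei with Cadps2, in 10.1% ± 0.932 of all projection neurons and in 3.40% of inhibitory neurons. Kcng1 and Lhx5 were the exception. Lhx5 was found in 0 of 31 nuclei with Kcng1 in mouse 1, where the exact 95% interval reaches 11.2%, so that a difference from its share of 0.343% in all projection neurons was not detectable at this depth. Before thinning, the median projection neuron held 14838, 14346 and 18747 UMIs in mice 1, 2 and 3 and the median inhibitory neuron 7263, 7870 and 9203. The unthinned shares were 91.2% for Ebf3 with Lhx1 and 32.4% for Fst with Cadps2, and unthinned counts gave 9 of 9 pairs.

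Of 11 pairs listed for different types, 4 had a lower share in all 3 mice. These were Piezo2 among nuclei with Lhx5, of which mouse 1 had 5 and which held 1 nucleus with both genes over all mice, and Barhl2 among nuclei with Coch, Foxo1 or Ly6g6e. For Piezo2 the share in all projection neurons lies within the exact 95% interval of mice 1 and 3, so that a difference was not detectable there. Barhl2 was found in 2.59% ± 0.459 (SD, n = 3) of nuclei with Coch and in 9.73% ± 1.43 of all projection neurons. It was found in 0.326% of inhibitory neurons, so the share with Coch lies above that background. Another 4 pairs had a higher share in all 3 mice. Cadps2 was found in 17.6% ± 1.65 of nuclei with Kcng1 against 9.32% ± 1.23 of all projection neurons and 6.87% of inhibitory neurons. Ly6g6e was found in 29.0% ± 11.1 of nuclei with Coch against 14.3% ± 5.63, and Wnt5b in 26.7% ± 5.47 of nuclei with Ly6g6e against 15.03% ± 2.71. In inhibitory neurons the shares were 3.88% for Ly6g6e and 5.68% for Wnt5b. Calca was found in 2.26% ± 0.873 of nuclei with Kcng1 against 0.983% ± 0.106 of all projection neurons and 0.574% of inhibitory neurons, on 6 nuclei with both genes over all mice. Its share in all projection neurons lies within the exact 95% interval of each mouse, so that a difference was not detectable at this depth. The remaining 3 pairs differed in direction between mice. Doublets can place 2 genes in the same nucleus, so the pairs were examined again without the nuclei marked by Scrublet and without subcluster 2, both chosen after the data had been seen. In each case the same 8 pairs of 1 type lay higher, and of the pairs of different types the same 4 lay lower and the same 4 higher, in all 3 mice. Cadps2 was found in 17.7% and 17.5% of nuclei with Kcng1. At 2 UMIs, a planned setting, it lay higher in mice 2 and 3. In mouse 1 it was then found in 0 of 5 nuclei with Kcng1, where the exact 95% interval reaches 52.2%. Doublets that Scrublet did not mark stay possible.

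**Figure D4:**
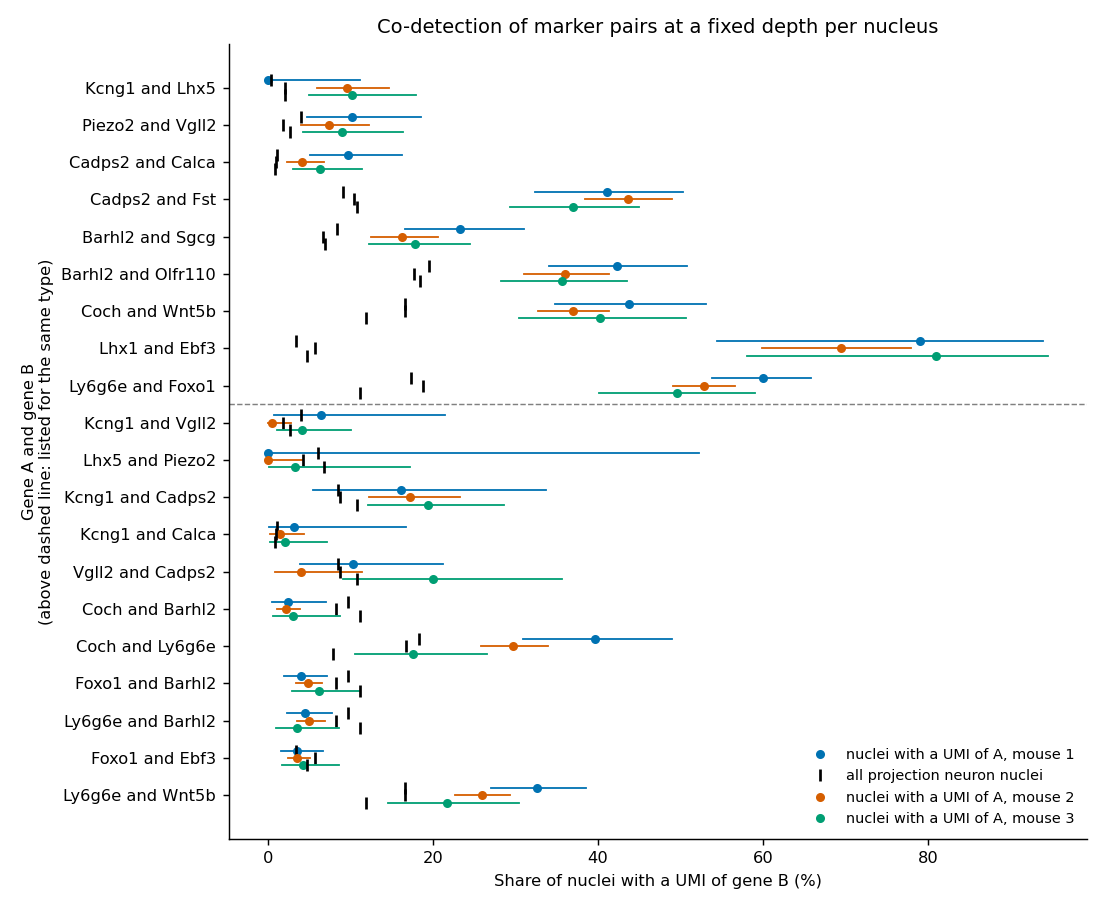
Share of nuclei with a UMI of gene B (percent) among projection neuron nuclei with a UMI of gene A (coloured points with exact 95% binomial intervals, 1 colour per mouse) and among all projection neuron nuclei of that mouse (black ticks), at 5000 UMIs per nucleus. Pairs above the dashed line were listed for the same type, and for 8 of these 9 pairs the points lie right of the ticks in all 3 mice.

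Finally, clustering was repeated within each mouse alone, to ask whether the subclusters appear without merging the mice. The adjusted Rand index against the deposited subclusters, which is 1 for identical groupings and near 0 for unrelated ones, was 0.732 in mouse 1, 0.812 in mouse 2 and 0.787 in mouse 3 (mean 0.777 ± 0.0410, SD, n = 3). At a Louvain resolution of 1 the mean was 0.602. The subclusters were not recovered equally. In mouse 1, 7 of the 14 M1-like nuclei shared a cluster of which they made up 13.7%, together with 44 M3-like nuclei. In mouse 3 the ET4-like and ET1-like types were not separated, since most nuclei of both fell into the same cluster, of which they made up 49.8% and 47.4%. In mouse 3 the cluster holding most M3-like nuclei was 28.9% M3-like, and in mice 2 and 3 that cluster held 49.4% of the M3-like nuclei.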

Values the study reported

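The study analysed 31,703 nuclei in 22 clusters and counted 7504 of them, or 23.66%, as putative projection neurons over all mice together. These 7504 nuclei still held a subcluster that it then took for periglomerular cells. It retained nuclei with at least 1000 genes and at most 5% of UMIs from mitochondrial genes. The median number of genes per nucleus was given as 2,266, 2419 and 2,322 in replicates 1, 2 and 3.

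As the reference for its projection experiment the study took 1241 of 2114 mitral cells as M2.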

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

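None of the tests in this part was chosen after its result had been seen. UMIs of eGFP, the protein delivered by the virus, were counted beside the mouse genes and enter no comparison of the report. They stood at 26.9 CPM over all nuclei in mouse 1, 76.4 in mouse 2 and 50.9 in mouse 3, against limits of 0.0513, 0.0140 and 0.0477 CPM that a count of 0 would allow, and there were no sequenced control samples without virus. In the study's sorting control, the bulb of the side not injected, nuclei with GFP were absent. Taken as a class, the projection neurons that the injection was meant to reach did not have the higher signal. The study had also seen sparse GFP in cells it took for periglomerular and granule cells. For these it proposes infection of migrating immature neurons or spread of virus from the injection site. All nuclei here had been sorted for GFP, so their eGFP RNA does not measure which share of a class was labelled. eGFP stood at 25.03 ± 17.2 CPM (SD, n = 3 mice) in projection-neuron-like and 76.9 ± 27.7 in inhibitory-neuron-like nuclei, and at 40.2 ± 18.2 in astrocyte-like nuclei. In nuclei thinned to 5000 UMIs a UMI of eGFP was found in 9.52% ± 6.11 of projection-neuron-like and 21.1% ± 8.81 of inhibitory-neuron-like nuclei.

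Larger UMI totals of projection neurons, which would dilute a like amount of eGFP RNA, are argued against by the numbers per nucleus. The mean was 2.64, 1.28 and 1.87 times higher in inhibitory-neuron-like than in projection-neuron-like nuclei in mice 1, 2 and 3, the lowest ratio being 1.28. ET4-like nuclei were an exception among the types in mice 2 and 3, where they held 0.995 and 0.981 eGFP UMIs per nucleus against 0.881 and 0.897 in inhibitory-neuron-like nuclei. In mouse 1 they held 0.111 against 0.370. The difference between the classes also does not hold for each inhibitory cluster. Inhibitory clusters 1 and 7, with 4754 and 1401 nuclei, lay below the projection neuron means of 0.140, 0.690 and 0.480 in mice 1, 2 and 3, with 0.104, 0.413 and 0.219 eGFP UMIs per nucleus in cluster 1 and 0.0827, 0.455 and 0.119 in cluster 7. Free eGFP RNA as the whole of the signal is argued against by the spread between the projection-neuron-like and inhibitory-neuron-like clusters. Among those of at least 100 nuclei in a mouse the highest mean was 8.42, 4.20 and 21.1 times the lowest, at least 4.20 in each mouse, and both were inhibitory clusters. Glia-like and unnamed clusters were not part of this test. Free RNA as a part of the signal stays open, since the barcodes left out of the nuclei held 32.7, 292 and 85.9 CPM of eGFP. There is 1 group, so no biological explanation was tested. Transport of the virus to inhibitory neurons, infection at the injection site and differences in promoter activity between classes were not tested either.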

How the results depend on the processing

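The alternatives chosen after the data had been seen were doublets at the first Scrublet rate, the 7 named types alone, subcluster 8 as a further type, clusters 10 and 12 as inhibitory neurons, and gene pairs without Scrublet doublets or without subcluster 2. Leaving out Scrublet doublets was planned, but its expected rate of 6% was chosen after the first rate had found no threshold in mouse 2. The counts of genes called between mitral and tufted types, between projection and inhibitory neurons, and in the lists of marker, channel, adhesion, regulator and pan-class genes stayed within 1.5 times their reported values under every alternative run for them. The genes behind a count changed more. With summed nuclei in place of the mean of the types, 507 of the 813 genes higher in mitral-like nuclei were still called. Of the 560 genes higher in tufted-like nuclei, 393 were.

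The counts of genes enriched in a type depended more on the processing. Without a filter on low counts 1754 genes were called for M1-like and 1557 for T1-like nuclei, with more genes tested. With library size in place of TMM factors 1278 genes were called for M3-like nuclei. This scaling moved the median log2 fold change of all genes to -0.12 in M2-like, 0.16 in M3-like, -0.12 in T1-like and 0.13 in ET4-like nuclei, from 0.04, -0.05, 0.01 and 0.01, which lowers or raises every gene of the type alike. With the summed nuclei of the other types as the comparison group, 490 genes were called for M2-like, 530 for T1-like and 351 for ET1-like nuclei. That group follows the most numerous types and not the mean of the types, and 40.0%, 44.3% and 42.8% of the reported genes were still called. The share of higher genes among all called also fell there, from 56.4% to 35.4% in M2-like, from 54.9% to 31.9% in T1-like and from 60.1% to 32.7% in ET1-like nuclei. The other alternatives left the counts of the 7 types within 1.5 times, and DESeq2 called between 87.1% (M2-like) and 99.2% (M3-like) of the reported genes again.

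Leaving out each mouse in turn gave 912 to 1282 genes for M1-like, 858 to 1081 for M2-like, 580 to 750 for M3-like, 877 to 1064 for T1-like, 682 to 725 for ET1-like, 931 to 1104 for ET2-like and 1183 to 1327 for ET4-like nuclei. It gave 696 to 787 genes higher in mitral-like and 465 to 494 higher in tufted-like nuclei, and 2573 to 2818 and 2077 to 2514 higher in projection and in inhibitory neurons. Of the listed genes 64 to 66 were called, of the channel and adhesion genes 19, of the regulators 15 to 16 and of the pan-class genes 7. The mean share of projection neurons ranged from 23.4% to 29.9%, the M1-like share of mitral-like nuclei from 18.9% to 38.6%, the M2-like share from 46.4% to 66.8% and the M3-like share from 14.3% to 15.3%. Of the reported M3-like genes 63.4% were still called without mouse 1, the lowest share of a type with 1 mouse left out. Without 1 mouse each type has 2 libraries, and edgeR pools the spread over genes and libraries.

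With the mouse as a replicate block 1177 genes were called for M1-like, 1005 for M2-like, 815 for M3-like, 975 for T1-like, 756 for ET1-like, 1147 for ET2-like and 1277 for ET4-like nuclei, 835 and 571 between mitral and tufted, and 2732 and 2453 between projection and inhibitory neurons. The pairing by mouse raised the called regulators from 16 to 18 by adding Bclaf1 and Dlx5. It changed no other call among the named and listed genes, with 66, 19 and 7 called marker, channel and adhesion, and pan-class genes.

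Among named and listed genes, the calls of 427 of 427 values of named genes and 525 of 526 values of marker list genes held under the alternatives in which the gene was tested. The exception was Ccno without mouse 2. The calls of 170 of 170 values of class markers held as well. Genes too low to be tested were Ccno without mouse 1, Dsc2 and Gm15418 without mouse 2, Pdgfra without mouse 2, Gm15418 and Gm7480 without doublets, and Gm15418 beside subcluster 8. Of 152 values of the channel, adhesion and regulator genes, 149 held, and the others were Bclaf1 and Dlx5 with the block and Egr1 without mouse 3.

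The M3-like share of mitral-like nuclei was 10.0% with at least 1500 genes per nucleus. M3-like nuclei have the lowest median of genes among the types, 2355.5, so a higher minimum removes more of them. The share of projection neurons stayed within 1 SD under its alternatives, from 23.8% to 28.2% with all mice. Pearson's r between mice had a mean of 0.972 over genes with at least 1 UMI per 10000 and of 0.983 on the log scale without a pseudocount, against 0.992. The mean adjusted Rand index fell to 0.602 at a Louvain resolution of 1, where more clusters are formed.

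Of the 40 values of single gene pairs at 2 UMIs or unthinned, 34 moved by more than 1 SD. For 1, Calca with Kcng1 at 2 UMIs, the share went from above to below in all 3 mice. The mean share of Vgll2 with Kcng1 changed sides as well at 2 UMIs, from 3.68% against 2.83% to 0% against 0.433%. In the main setting that pair was above in 2 mice and below in 1. The shares did not all move the same way. Fst was found in 77.1% of nuclei with Cadps2 at 2 UMIs, 40.6% in the main setting and 32.4% unthinned, while Ebf3 was found in 54.3%, 76.4% and 91.2% of nuclei with Lhx1. Calca was found in 0% of the 66 nuclei with Kcng1 at 2 UMIs. Its share of 0.270% in all projection neurons gives fewer than 1 such nucleus, so that this count of 0 shows no reversal. At 2 UMIs 7 of the 9 same-type pairs were above and 6 of the 11 different-type pairs below in all mice, and unthinned counts gave 9 and 4. The different-type pairs above in all mice changed. At 2 UMIs Cadps2 with Kcng1 was above in 2 mice and Calca with Kcng1 in 0. Unthinned, Calca with Kcng1 was above in 2 mice, and Cadps2 with Vgll2 was above in all 3. Barhl2 with Ly6g6e was below in 2 mice at 2 UMIs. Without Scrublet doublets, and likewise without subcluster 2, the counts were 8 and 4 as reported, and 20 of 20 pairs stayed within 1 SD. The 6 pairs below at 2 UMIs include Calca with Kcng1, Vgll2 with Kcng1 (0 of 66 nuclei, against 0.433%) and Piezo2 with Lhx5 (0 of 15 nuclei, against 1.89%). For these a lower share was not detectable. The pairs of rare genes rest on few nuclei, and the M1-like values of mouse 1 on 161593 UMIs.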

Other observations

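The tests chosen after their results had been seen were the Scrublet share of subcluster 2, the UMIs per nucleus and the 1.5-fold limit in its test of free RNA, and the tests of Nts for exchanged names and for a single mouse. Regroupings of the libraries were planned. The 21 libraries were regrouped at random 50 times freely and 49 times within mice, and with the real grouping this made 100 groupings. Of these 100, only 1, the real one, gave as many genes for each of the 7 types, and the same held for mitral against tufted, the marker lists, the channel and adhesion genes, the regulators and the pan-class genes. The types had been formed by clustering on these counts, and the study had named the listed genes from the same samples. The real grouping was therefore favoured in advance, and its first place does not test that the types exist. The highest count among the others was 1004 for M1-like, against 1148, and 629 for M2-like, 297 for M3-like, 694 for T1-like, 283 for ET1-like, 665 for ET2-like and 477 for ET4-like nuclei. Free regroupings break the pairing by mouse, while those within a mouse keep it. For projection against inhibitory neurons, 1 of the 10 splits of the 6 libraries, the real one, gave a count as large, a share of 0.1 that is the smallest this design allows. Chance and the real grouping therefore cannot be told apart by counting splits there. The real split parts all 3 pairs of libraries of a mouse, as do 3 of the 9 others. These 9 splits gave 0 genes by edgeR, with 25 to 720 at an unadjusted p under 0.05. DESeq2 was not run on them.

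Subcluster 2 held 943 nuclei, 6.03%, 17.7% and 4.85% of the subclustered nuclei of mice 1, 2 and 3, and expressed markers of inhibitory neurons. The summed CPM of Gad1, Gad2 and Slc32a1 was 541, 527 and 409 in subcluster 2 of mice 1, 2 and 3, against 1657, 1404 and 1186 in inhibitory-neuron-like nuclei, while Slc17a7 stood at 250.2, 171 and 233. A type of its own is argued against, since 0 genes of at least 20 CPM were over 1.5 times higher than in every other cluster and subcluster, while the 7 named types had 17 to 132 such genes. Doublets of a projection and an inhibitory neuron may explain it. Scrublet marked at least 81.5% of its nuclei in each mouse, against at most 23.5% of a named type. At the first Scrublet rate the share was 0% in mouse 2, where no threshold had been found. Free RNA of inhibitory neurons was tested by the same sum, which was 2.75, 1.83 and 3.31 times that in the highest named type of mice 1, 2 and 3. The limit first set, 2-fold, was not reached by mouse 2 at 1.83. With UMIs per nucleus, at 5.43, 3.15 and 6.56 times, and a limit of 1.5-fold, both set after these ratios had been seen, free RNA alone is argued against, and this reading depends on that later choice. The periglomerular-like subcluster likewise had 0 genes of its own and Scrublet shares of 88.9%, 83.3% and 50% in mice 1, 2 and 3, and was not tested further. No biological explanation was tested, as there is 1 group.

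M1-like nuclei numbered 14 in mouse 1, against 465 and 207 in mice 2 and 3. Nuclei of this type placed in other subclusters of mouse 1 are argued against, since the summed CPM of the 4 M1 naming markers over all its projection neurons was 0.216 of the mean of mice 2 and 3, and outside M1-like nuclei the ratio was 0.920. Removal by the filter on genes is argued against as well, because the same markers in the barcodes left out stood at 0.355 of the mean of mice 2 and 3. The injection sites, the sorting of nuclei and the region dissected may differ between mice and were not tested. No biological explanation was tested, as there is 1 group.

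Nts, a gene of the M2 list, was higher in M3-like nuclei. Its CPM was 50.8, 46.8 and 20.9 in M3-like libraries and 8.94, 8.51 and 6.56 in M2-like libraries of mice 1, 2 and 3, on 28, 53 and 13 UMIs in M3-like nuclei. Exchanged names are argued against, since 0 of the 7 M2 list genes that did not serve for naming were highest in M3-like nuclei. A difference carried by 1 mouse is argued against by its presence in 3 of 3 mice. Free RNA in a type of low UMI totals is argued against too, since the CPM in M3-like libraries was 14.4, 5.60 and 9.32 times that in the barcodes left out of mice 1, 2 and 3. Nts was found in 15, 25 and 10 M3-like nuclei. No biological explanation was tested, as there is 1 group.

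The genes Olfr110 to Olfr115 lie next to each other on chromosome 17, between 37492468 and 37627109, and all 6 were called higher in T1-like nuclei. Reads shared between overlapping genes are argued against by the annotation, in which 0 of the 6 genes overlap another of the block on the same strand. Reads shared between like transcripts stay open and cannot be told apart from separate expression of each gene. Up to 37.0% of the 31-base words of a gene (Olfr110) occur in another gene of the block and 6.51% of those of Olfr112, and the deposited counts do not show which reads were assigned to several genes. No biological explanation was tested, as there is 1 group.

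Over all called barcodes, before the filter on genes, the median number of genes was 2266.5, 2419 and 2322 in mice 1, 2 and 3, against 2704, 2890 and 3016 in the nuclei retained.

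M3-like nuclei numbered 326 beside 1149 M2-like and 686 M1-like nuclei over all mice. That is higher than the number that the M2 and M1 counts of the study leave for other mitral cells. The names here were rebuilt from markers, and whether that explains the difference was not tested. No biological explanation was tested, as there is 1 group.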
